# The muscle development transcriptome landscape of ovariectomized goat

**DOI:** 10.1098/rsos.171415

**Published:** 2017-12-20

**Authors:** Sihuan Zhang, Han Xu, Xinfeng Liu, Qing Yang, Chuanying Pan, Chuzhao Lei, Ruihua Dang, Hong Chen, Xianyong Lan

**Keywords:** transcriptome, ovariectomy, goats, muscle, development, growth

## Abstract

In practical production, almost all rams and about 50% of ewes are used to fatten. Researchers have proved that ewe ovariectomy could improve the productivity significantly, but the specific molecular mechanism is still unknown. In this study, five independent cDNA libraries (three and two from ovariectomized and normal ewe longissimus dorsi samples, respectively) were constructed to thoroughly explore the global transcriptome, further to reveal how the ovariectomized ewes influence muscle development by Illumina2000 sequencing technology. As a result, 205 358 transcripts and 118 264 unigenes were generated. 15 490 simple sequence repeats (SSRs) were revealed and divided into six types, and the short repeat sequence SSR (monomers, dimers, trimers) was the domain type. Single nucleotide polymorphism analysis found that the number of transition was greater than the number of transversion among the five libraries. Furthermore, 1612 differently expressed genes (DEGs) (Log2fold_change > 1 and *p *< 0.05) were revealed between ovariectomized and normal ewe groups, in which 903 genes were expressed commonly in the two groups, and 288 and 421 genes were uniquely expressed in normal and ovariectomized ewe groups, respectively. Gene Ontology (GO) analysis categorized all unigenes into 555 GO terms and 56 DEGs were significantly categorized into 43 GO terms (*p *< 0.05). KEGG enrichment analysis annotated 12 976 genes (containing 137 DEGs) to 86 pathways, among them 24 and 11 DEGs involved in development and reproduction associated pathways, respectively. To validate the reliability of the RNA-seq analysis, 22 candidate DEGs were randomly selected to perform quantitative real-time polymerase chain reaction. The result showed that 9 and 1 genes were significantly and approximately significantly expressed in control and treatment group, respectively, and the results of RNA-seq are believable in this study. Overall, these results were helpful for elucidating the molecular mechanism of muscle development of ovariectomized animals and the application of female ovariectomy in fattening.

## 1. Introduction

With the improvement of living standards and the demand for mutton, in practical production, as much as 50% of ewes still are used to fatten. Ram castration has been applied in production and achieved effective results [1,2]. Many researchers have proved that ewe ovariectomy (removal of the ovary) could improve the productivity significantly like ram castration. Study on mice found that the ovariectomized groups showed a greater body mass than the group without ovariectomy, no matter fed on standard chow or high-fat diet [3]. Studies on goat found that meat performance and muscle tissue nutrient content of the ewe kid could be improved by ovariectomy [4,5]. Zhang *et al.* slaughtered 18 goats (nine goats in ovariectomy group and nine goats in control group) on day 50 after ovariectomization, and measured meat performance. They found that the average daily gain, live weight, carcass weight, net meat mass, and loin eye area of ovariectomized goats were significantly higher than those of the control goats (*p *< 0.05). Meanwhile, an average loss of bone weight (0.40 kg) was observed in the ovariectomized goats compared with the unovariectomized goats (*p *< 0.05). But there was no significant difference between the ovariectomized group and control group in fat weight (*p *> 0.05) [5]. Although these findings proved that ewe ovariectomy could improve the productivity significantly, the specific molecular mechanism is still unknown. Thus it is meaningful to reveal the molecular mechanism of ewe ovariectomy improving the productivity and to applied ovariectomy in practice production.

Ovariectomy has been used as effective disease treatment method and breeding control in animals, such as pig, dog, rabbit, rat, even hippopotamus [6,7]. Moreover, experimental studies often apply ovariectomized animals to mimic menopause, because the characters of ovariectomized animals resemble the metabolic alterations observed in women [8,9]. Moreover, ovariectomized animals serving as disease or medicine research models are widely adopted [10,11]. Ovariectomy-induced osteoporosis rabbit models have been used to examine the effects of autologous dedifferentiated fat cell transplantation on bone regeneration and investigate the effects of a traditional Chinese herb product, OsteoKing, for the treatment of bone disease [12,13]. Ovariectomized rat was chosen as the model to analyse the influence of ovariectomy on alveolar bone and tibiae [14]. Thus ovariectomy is a mature technique, which can be applied to goat or other livestock in practical production.

Boer goat is a world famous meat-type breed, which has great reproductive capacity and growth rate. Also, Boer goat is one of the most adaptable breeds to fit the natural ecological environment and it has been spread to many countries [15–17]. Hybridization experiment showed that Boer goat could improve the production performance of local goat breed [18]. Guanzhong dairy goat is a well-known Chinese dairy goat breed, which is widely distributed in the Guanzhong region in Shaanxi Province of China [19]. The introduction, breeding, and hybridization with Guanzhong dairy goat of Boer goat have strongly promoted the development of mutton goat industry in China. The hybridization test of Boer goat and Guanzhong dairy goat started in 1995 in Shaanxi province, China. Early practical test results showed that the F1 hybrid of Boer goat and Guanzhong dairy goat has better growth rate than the F1 hybrid of Boer goat and other goat breeds. And the F1 hybrid of Boer goat and Guanzhong dairy goat could well adapt to the local ecology characteristic of Shaanxi province. Nowadays, the F1 hybrid of Boer goat and Guanzhong dairy goat is used for fattening in production practice.

Muscle is one of the main factors which influence the growth and development of animals. Longissimus dorsi being muscle tissue, its growth rate is relatively stable compared to the other muscles on other body parts, such as leg muscle. The growth rate of longissimus dorsi is affected by the growth characteristic of goat itself and the raising level, but is less affected by exercise intensity. There are some high-throughput sequencing of RNA (RNA-seq) studies that pay attention to the growth and development of animals just detecting the mRNA or miRNA expression levels in longissimus dorsi muscle [20,21]. According to the results, this study conjectured that ovariectomy might increase the mRNA expression levels of some genes which promote muscle growth and development.

RNA-seq is an efficient way to map and quantify transcriptome and to analyse global gene expression changes in different samples [22–24]. Thus this study regarded F1 hybrid of Boer goat and Guanzhong dairy goat as model animal to thoroughly investigate the global transcriptome of ovariectomized ewe and normal ewe longissimus dorsi muscle samples by RNA-seq method. The objective of this study was to clarify the molecular mechanism of ovariectomy affecting animal growth, offer valuable resource for female animal fattening and provide essential information for further research on muscle development of ovariectomized animal.

## 2. Material and methods

### 2.1. Experimental design and sample collection

This study used six female Boer hybrid goats (Boer goat♂ × Guanzhong dairy goat ♀) as models, which were chosen from national mutton industrial technology system Baoji comprehensive experimental station, Shaanxi Province, China. Six female hybrid kids with similar body weight at about five months old were randomly divided into treatment group (three kids) and control group (three kids). The goats in the treatment group were ovariectomized at the beginning of the experiment and the goats in control group were untreated. All the six goats were slaughtered at the 50th day. The longissimus dorsi muscle samples were collected immediately after slaughtering, and were snap-frozen in liquid nitrogen, then stored at −80°C until RNA extraction [25].

### 2.2. RNA extraction, library construction and sequencing

Total RNA was extracted from the six samples using Trizol reagent (Takara, Dalian, China) according to the manufacturer's instructions. The RNA purity was determined via the OD_260_/OD_280_ ratio and OD_260_/OD_230_ ratio. The integrity was evaluated using gel electrophoresis and checked by RNA integrity number (RIN) value. RNA samples with a RIN value greater than 8.0 (8.0 out of 10.0), OD_260_/OD_280_ ratio greater than 1.9, OD_260_/OD_230_ ratio no less than 1.7 and the amount of RNA no less than 20 µg were selected for deep sequencing [26].

The RNA was treated with DNase I for 30 min at 37°C to remove residual DNA. Then mRNA was enriched and purified using beads with oligo (dT) [27]. The purified mRNA was fragmented to approximately 350 nt fragments using the RNA fragmentation kit. The first strand cDNA was synthesized using purified RNA fragments as template and hexamer primers. After the first strand was synthesized, the buffer (Invitrogen, 20 µl), dNTPs (0.25 mM/μl), RNaseH (0.05 U/μl) and DNA polymerase I (0.5 U/μl) were added to synthesize the second strand cDNA [26]. The short cDNA fragments were further purified using the QIAQuick PCR extraction kit (LianChuan Sciences, Hangzhou, China). The samples were then subjected to 3′ end repaired, a single ‘A’ base and an adapter ligation. Agarose gel electrophoresis was used to filter the suitably sized fragments (350 ± 50 bp), which would be used as the templates for the polymerase chain reaction (PCR) amplification and RNA-seq library construction. Then the sequencing of the libraries was performed using Illumina HiSeq 2000 (LianChuan Sciences, Hangzhou, China).

Taken together, there was one sample that did not meet the requirement. Thus finally we constructed five libraries to investigate the global transcriptome of ovariectomized ewes (treatment group: three samples) and normal ewes (control group: two samples) longissimus dorsi muscle samples by deep RNA sequencing method.

### 2.3. Transcript and unigene assembly and annotation

The valid data, which can be used for subsequent analysis, were obtained by removing the adapters and low quality reads in raw reads. The transcript and unigene assembly was carried out using short assembly program Trinity method [28,29]. The assembled datasets were deposited in a publicly available database: Gene Expression Omnibus (GEO): GSE84110: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84110.

All assembled unigenes were compared with public database, NCBI non-redundant protein sequences (NR), SWISS-PROTPROT, Kyoto Encyclopedia of Genes and Genomes (KEGG), euKaryotic Ortholog Groups (KOG) and Pfam to make functional annotation by similarity analysis. Sequences alignment using BLAST software, only a significance threshold of *E*-value < 10^−5^ can be used as annotation information.

### 2.4. Identification of unigene simple sequence repeat and single nucleotide polymorphism

Simple sequence repeat (SSR), also named microsatellite DNA, is composed of many repetitive nucleotide sequences. The numbers of repetitive nucleotide sequences in different individuals result in polymorphism in group. The SSR in this study was detected by MiscroSAtellite software using assembled unigenes as reference sequences. Single nucleotide polymorphism (SNP) is similar to SSR, which can be used for genetic diversity analysis, marker-assistant selection, QTL analysis, genetic linkage map construction etc. This study analysed the SNPs in gene coding sequences using Bowtie software, and screened reliable SNP loci using Samtools software.

### 2.5. Differently expressed genes analysis

All reads were mapped onto the non-redundant set of transcripts to quantify the abundance of assembled transcripts. The gene expression level was computed by Bowtie 0.12.8 using single-end mapping method, and further measured by the reads per kilobase of exon model per million mapped reads value (RPKM), which can be calculated as follows: *RPKM *= total exon reads/[mapped read (millions) * exon length (KB)] [30]. The high RPKM represents the high expression level of gene. The Log2fold_change (calculated by log2 (sample_2 RPKM/sample_1 RPKM)) and *P* value were used to calculate the different expression between two samples. False discovery rate (FDR) is correct for the *p* value [31]. When *p* < 0.05, higher values of Log2fold_change and lower FDR showed more significant differently expressed genes (DEGs). Moreover, the DEGs were subjected to Gene Ontology (GO) and KEGG analysis.

GO database, an international standard gene functional classification system, was used to predict and illuminate the function of gene product on molecular, biological process and cellular component [32]. The DEGs were mapped to the GO terms in the database (http://www.geneontology.org/) firstly. Then the gene numbers in every GO term were calculated and the significantly enriched GO terms were found using corrected *p* ≤ 0.05 as a threshold. The *p* value was calculated by the following formula:

$$p=1-\sum_{i=0}^{m-1}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ m-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)},$$

where *N* is the number of all genes; *n* is the number of the DEGs in *N*; *M* represents the number of the genes which were categorized to a certain GO term; *m* represents the number of the DEGs which were categorized to a certain GO term.

KEGG (http://www.genome.jp/kegg/) was used to perform a pathway enrichment analysis of unigenes [33]. Pathway enrichment analysis can confirm the main biochemical pathway and signal pathway which DEGs participated in. The significantly enriched KEGG pathway using corrected *p *≤ 0.05 as a threshold. The calculation formula of the *p* value was the same as that in the GO analysis, where *N* is the number of all genes with pathway annotated; *n* is the number of the DEGs in *N*; *M* is the number of the genes annotated to a certain pathway; *m* is the number of the DEGs annotated to a certain pathway.

### 2.6. Experiment verification and statistical analysis

To quantitatively determine the reliability of our transcriptome data, 22 significantly DEGs were selected randomly from different pathways and functional categories to test their expression levels via the quantitative real-time PCR (qRT-PCR) method. Ribosomal protein L19 (*RPL19*), which is the most stable housekeeping gene in goat muscle samples among *PITX1*, *PITX2*, *GAPDH* and *beta-actin* (unpublished data), was used to normalize the expression of target genes in longissimus dorsi muscle samples. Total RNA samples were reversed to cDNA using the PrimeSript™ RT reagent kit (TaKaRa, Dalian, China) according to the manufacturer's recommendations. qRT-PCR was performed using the SYBR^®^ Premix Ex Taq™ kit (TaKaRa, Dalian, China) in a Bio-Rad CFX96 real-time PCR system (Hercules, CA, USA). The primers used in this study are shown in electronic supplementary material, table S1. The qRT-PCR reaction system composition and program are the same as in a previous study [34]. Individual samples were run in triplicate.

Relative expression of mRNA was calculated using the 2^−ΔΔCt^ method [35]. Student *t*-test was used to analyse independent samples via SPSS (version 17.0, SPSS, Inc., Chicago, IL, USA), and data were expressed as the mean ± 1 standard deviation of duplicates. A *p* value < 0.05 was considered statistically significant.

## 3. Results and discussion

### 3.1. De novo assembly and functional annotation

Five libraries were constructed to obtain a global view of the transcriptome of normal ewes (control group: BZJ_1_N and BZJ_3_N) and ovariectomized ewes (treatment group: BZJ_2_T, BZJ_4_T and BZJ_5_T) longissimus dorsi muscle samples by deep RNA sequencing method. As a result, we acquired an average 5.3 billion clean reads from each library after filtering the redundant sequences. 

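Longissimus muscle of 2 normal ewes (control 1 and control 3) and 3 ovariectomized ewes (ovariectomized 2, 4 and 5) was taken on day 50 of an experiment begun when the animals were about 5 months old, and one polyA RNA library was sequenced per animal. The sample labels call the muscle longissimus thoracis. The authors assembled the reads into unigenes with Trinity, mapped the reads onto them with Bowtie as single ends, and deposited for 118211 unigenes the number of reads in each library, without normalization, and the RPKM value. No genome was used, so a unigene has a length but no chromosome position, and the treatment of reads that map to several unigenes is not named in the paper's text. The RPKM values were equal to the count divided by the unigene's length and by the library's total count. The counted reads totalled 39504529 in control 1, 37844726 in control 3, 38115831 in ovariectomized 2, 38705072 in ovariectomized 4 and 36738470 in ovariectomized 5. From the deposited counts, the groups were compared with edgeR's quasi-likelihood test after TMM normalization, with a two-sided p-value and Benjamini-Hochberg adjustment over every unigene with at least 1 read. The unigenes are split over 100867 assembly components, and 24604 of them share a component with another unigene, so reads of similar unigenes could have been divided between them. With 2 animals against 3 there are 10 ways to divide the libraries, and an exact two-sided permutation test cannot give a p-value below 0.1.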

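After filtering, the libraries held 55621438 valid reads in control 1, 51690018 in control 3, 53527082 in ovariectomized 2, 55036314 in ovariectomized 4 and 49947344 in ovariectomized 5 (Table S2), a mean of 53164439 reads and 5316443920 bases. If each read was counted once, between 70.3% (ovariectomized 4) and 73.6% (ovariectomized 5) of the valid reads were counted on unigenes. The ranges of the total count overlapped between the groups (exact permutation test, two-sided p = 0.5, where 0.1 is the smallest possible).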

The lowest valid ratio (reads) is as high as 99.81% (electronic supplementary material, table S2).

Since the goat genome is not comprehensive enough, we used de novo assembly method to construct transcripts and unigenes from RNA-seq reads by Trinity [28]. The high quality reads (*Q* > 20) were assembled into transcripts and unigenes, with a fixed k-mer of 25 [36,37]. In total, 205 358 transcripts and 118 264 unigenes were generated, with average lengths of 1291 bp and 919 bp, respectively (figure 1). 

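The deposited expression table lists 118211 unigenes, from 201 to 60725 bp long, with a mean length of 920 bp and a median of 382 bp. Of these, 71636 (60.6%) were 500 bp or shorter and 15272 (12.9%) were longer than 2000 bp. At least 1 read was counted on 99397 unigenes in control 1, 81922 in control 3, 100053 in ovariectomized 2, 91215 in ovariectomized 4 and 70704 in ovariectomized 5. The 2 groups overlapped in this number (90659.5 ± 12357 in control, SD, n = 2; 87324 ± 15056 in ovariectomized, SD, n = 3), and the exact permutation test gave a two-sided p of 1. At this depth a count of 0 allows up to 3 reads.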

All assembled unigenes were firstly aligned to NR protein database, which contains the protein sequences translated by all DNA sequences in GenBank and come from other databases. According to the results of blast, 44 504 (37.63%) unigenes obtained annotations in NR database, and they were similar to genes in other species, such as *Ovis aries* (28%), *Bos taurus* (16.8%) and *Bos grunniens* (8.5%) (figure 2). To better understand the functionality of these unigenes, they were further blast in other databases. The annotation numbers and ratios of unigenes against various databases were SWISS-PROTPROT 41 335 (34.95%), KEGG 39 389 (33.31%), KOG 38 284 (32.37%) and Pfam 31 321 (26.48%). The rate of the annotated genes in this study was the same as that in another study of goat [38].

**Figure 1.**
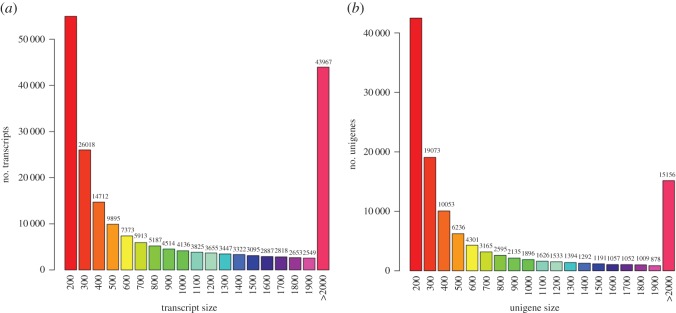
The length distribution of transcript (*a*) and unigene (*b*). The horizontal axis shows the length extent of transcript and unigene, and the vertical scale shows the numbers of transcript and unigene in the sequence data.

**Figure 2.**
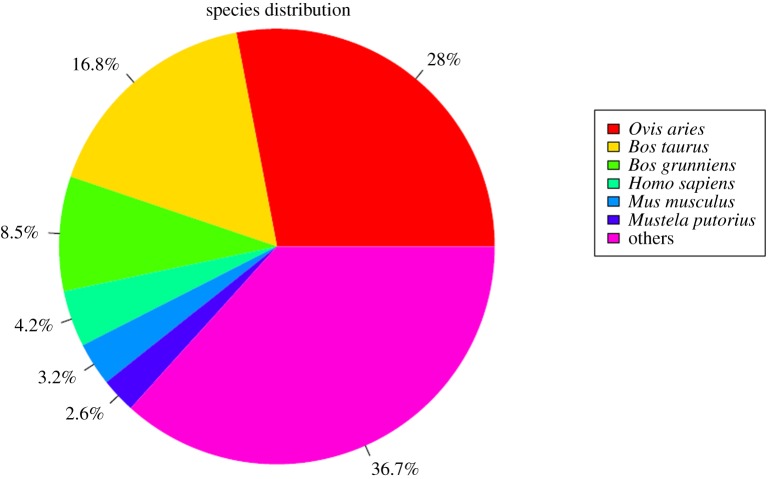
Unigenes distribution in NCBI non-redundant protein sequences database.

### 3.2. The distribution of unigene simple sequence repeat and single nucleotide polymorphism

After SSR analysis, a total of 15 490 SSRs were revealed, and they were divided into six types according to the length of the repeat sequence. The numbers for each type were monomers (7628), dimers (3832), trimers (3474), quadmers (202), pentamers (279) and hexamers (75) (figure 3). Among these, the short repeat sequence SSR (repeat nucleotide ≤ 3) was the domain type. The SNP analysis found 84 055 (BZJ_1_N), 84 055 (BZJ_2_T), 70 044 (BZJ_3_N), 70 044 (BZJ_4_T) and 58 575 (BZJ_5_T) SNPs in the transcriptome alignment file of the five samples. The transitions were more than the transversions among the five libraries. The numbers of different SNP types in the five libraries are shown in figure 4. SSR and SNP molecular markers are the basis for genetic mapping and comparative genomic analysis. Although some SSR markers have been researched in goat, few studies have investigated the SSRs on mRNA [19]. The distribution of the SSRs and SNPs revealed in this study in the genome was consistent with other studies in goat [38]. The results confirmed that RNA-seq is an efficient method to uncover genetic variations in transcribed regions [39].

**Figure 3.**
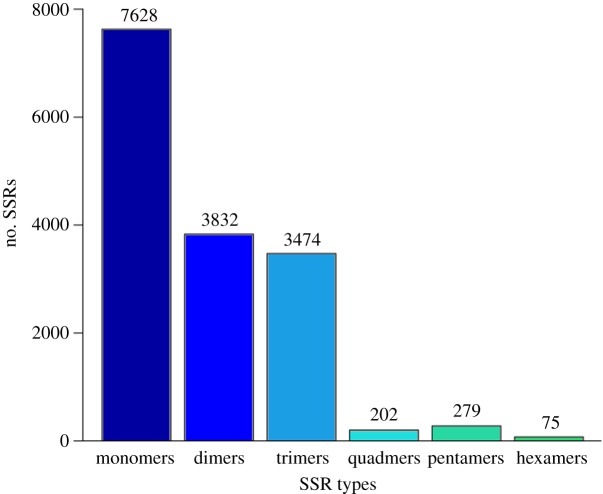
The SSR numbers of each SSR type.

**Figure 4.**
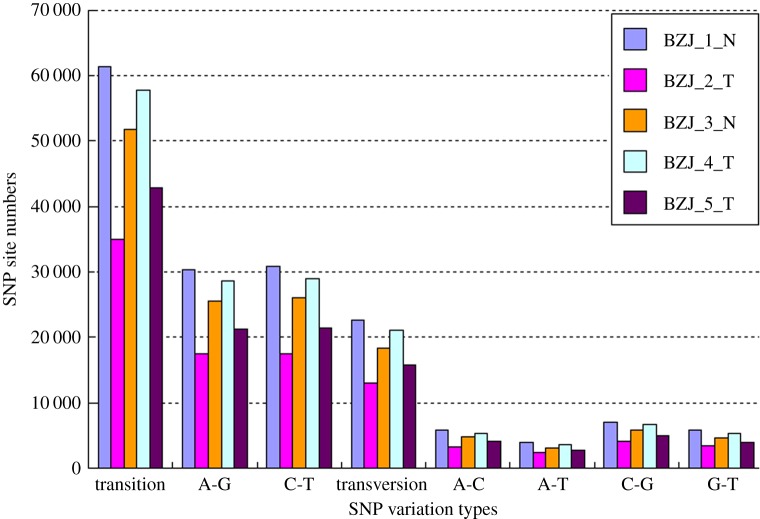
The summary of the numbers of different single nucleotide polymorphism (SNP).

### 3.3. Differentially expressed genes analysis

The transcript expression levels of the five samples were calculated by RPKM values and exhibited using box plot (figure 5). Furthermore, a total of 1612 (Log2fold_change > 1 and *p *< 0.05) and 216 (Log2fold_change > 1 and *p* < 0.01) DEGs were revealed between control group and treatment group longissimus dorsi muscle samples (electronic supplementary material, table S3). 

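Over the unigenes with an RPKM above 0, the median RPKM was 0.356 in control 1, 0.275 in control 3, 0.382 in ovariectomized 2, 0.334 in ovariectomized 4 and 0.296 in ovariectomized 5. The group means of these medians were 0.316 ± 0.0571 (SD, n = 2) in control and 0.337 ± 0.0431 (SD, n = 3) in ovariectomized ewes, a difference smaller than the spread within either group (exact permutation test, two-sided p = 0.7). The first quartile lay between 0.133 and 0.212 and the third quartile between 0.811 and 0.966. The 100 most abundant unigenes took 47.6% of the counts in control 1, 51.0% in control 3, 47.8% in ovariectomized 2, 45.7% in ovariectomized 4 and 51.9% in ovariectomized 5. Restricting each library to unigenes with at least 10 counts moved the median most, to between 1.12 and 1.23.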

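With edgeR on the counts of all 118211 unigenes, 3077 unigenes had an absolute log2 fold change over 1 and an unadjusted p under 0.05, and 1238 of the same kind had a p under 0.01. Across all unigenes 3220 (2.72%) had an unadjusted p under 0.05, fewer than the nominal 5%. The prior degrees of freedom of this fit were infinite, so a unigene's own spread between libraries did not enter its p-value beyond the dispersion shared with other unigenes. After Benjamini-Hochberg adjustment 527 unigenes were under 0.05, and in 387 of them 1 library held over 90% of the reads, most often control 1 (312 unigenes). Among the 39543 unigenes kept by edgeR's filterByExpr, which removes low counts, 294 passed the unadjusted threshold and 0 had an adjusted p under 0.05 (smallest adjusted p = 0.172), with 339 at an unadjusted p under 0.05. In simulated counts the filterByExpr setting also recovered 0 of 200 changed unigenes after adjustment, so its 0 does not show an absence of change. The p-values of Table S3 were recovered to within 2.42e-07 by comparing the RPKM values of the groups with a two-sample test of unequal variance, and the threshold applied to these values gave 1612 unigenes, 215 of them at p under 0.01. Of these 1612 unigenes, 109 passed the same threshold in edgeR, and 10 had an adjusted p under 0.05. The highest count of a listed unigene in any library had a median of 3 reads. It was 3 reads or fewer in 884 unigenes (54.8%) and under 10 reads in 1423 (88.3%), while 24 unigenes reached 100 reads. From these unigenes, the paper states that differentially expressed genes were revealed between control and treatment group muscle.

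**Figure D1:**
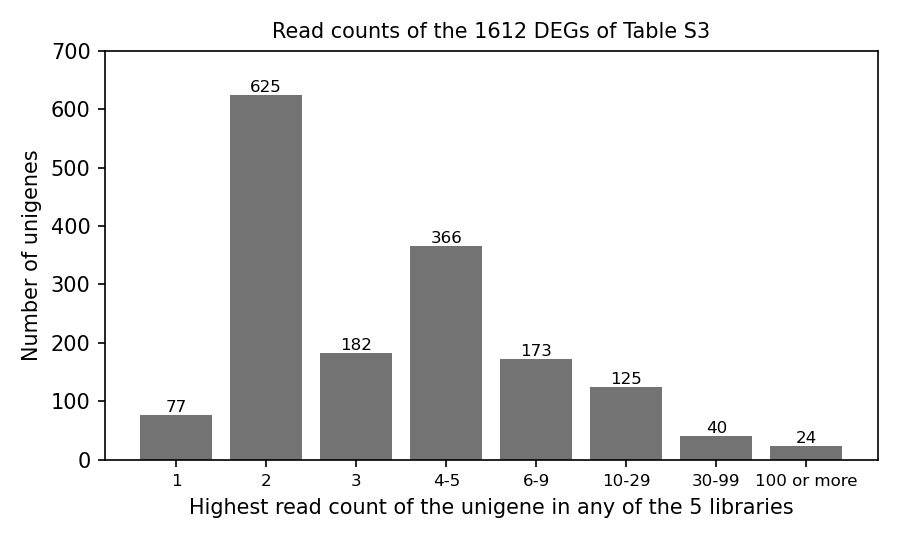
Number of unigenes of Table S3 (vertical axis) by the highest read count of the unigene in any of the 5 libraries (horizontal axis, in reads). The bars for 1, 2 and 3 reads hold 77, 625 and 182 unigenes, and the last bar, 100 reads or more, holds 24.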

In 1612 DEGs, 718 genes were upregulated and 894 gene were downregulated in longissimus dorsi muscle samples of ovariectomized ewes. 

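In the edgeR comparison of all unigenes, 904 unigenes were higher and 2173 lower after ovariectomy at the unadjusted threshold. In 1555 of them (50.5%) 1 library held over 90% of the reads. Among the unigenes kept by filterByExpr 166 were higher and 128 lower. All 1612 unigenes of Table S3 had the same direction in edgeR as in the RPKM values. The list had been chosen by fold change from these same counts, so the shared direction is not independent evidence. The smallest p-values among the higher unigenes belonged to comp45474_c0_seq2 and comp45474_c0_seq7, which the files do not pair with a gene name. The first had no reads in control and 136, 145 and 80 reads in ovariectomized 2, 4 and 5, at least 36.8-fold higher (adjusted p = 2.41e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second had no reads in control and 84, 115 and 100 reads, at least 32.1-fold higher (edgeR adjusted p = 8.06e-14). With filterByExpr, where a unigene's own spread enters the test, the edgeR adjusted p was 0.172 and 0.177. That setting recovered 0 of 200 changed unigenes in simulated counts after adjustment, so these values cannot exclude a difference. Over the alternatives, apart from the term for libraries 3 and 5, the adjusted p of the first ran from 1.42e-16 to 1.00 and that of the second from 4.73e-13 to 1.00, the highest values being the false discovery rates of Table S3. Among the lower unigenes, comp48403_c0_seq1 had 1311 reads in control 1 but 11 in control 3, and 0, 0 and 1 in the ovariectomized libraries, and comp20723_c0_seq1 had 1504 and 12 reads in control and 0, 2 and 2 after ovariectomy. Control 1 alone held 99.1% of the reads of the first and 98.9% of the second. Without control 1 the 11 and 12 reads of control 3 are all that stands against the ovariectomized libraries. The log2 fold changes were then -4.90 and -3.36, and no test was run with 1 control library.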

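Among the 3077 unigenes past the unadjusted threshold in edgeR, 1227 had reads in both groups, 1476 had reads in control libraries only and 374 in ovariectomized libraries only. Leaving out ovariectomized 4 lowered the number with reads in control only to 856 and the number with reads in ovariectomized libraries only to 176. The number with reads in both groups was 483 with DESeq2 and 274 with filterByExpr. With one ovariectomized replicate left out it lay between 1208 and 2014, the latter without ovariectomized 5. Of the unigenes of Table S3, 903 had reads in both groups, 288 in control only and 421 in ovariectomized libraries only. The absence of reads rested on few counts: in 267 of the 288 and in 339 of the 421 unigenes the highest count in any library was 3 reads or fewer, which is not distinguishable from no reads in the other group at this depth. Only 3 of the 288 and 6 of the 421 reached 10 reads in a library. Over the whole table, 4551 unigenes had reads in control libraries only and 8567 in ovariectomized libraries only.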

Meantime, 903 genes were expressed commonly in the two groups, 288 and 421 genes were uniquely expressed in control and treatment group, respectively (figure 6). Volcano plots could infer the whole pattern of the DEGs and determine any systematic bias that may be present between conditions from the levels of log2 fold change and −log10 *p* value. Log2 fold change represented the change of genes expression multiple between samples. And −log10 *p* value represented the statistically significant DEGs between samples. Thus we used the volcano plots to explore the relationship between the fold change and the significance (figure 7).

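The authors' deposited table gives a false discovery rate for each of these unigenes. In the authors' deposited table the smallest false discovery rate was 0.232, shared by 123 unigenes, and 0 unigenes were under 0.05. Recomputed from the RPKM values, 1959 unigenes had an unadjusted p under 0.05 whatever their fold change. In Table S3, 37 unigenes with 1 read in each control library and none after ovariectomy all shared a p of 0.0137. Both control libraries had the same count in 1102 of the 1612 unigenes (68.4%). Where the mean count over the 5 libraries was 10 or more, 106 unigenes of the list remained.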

**Figure 5.**
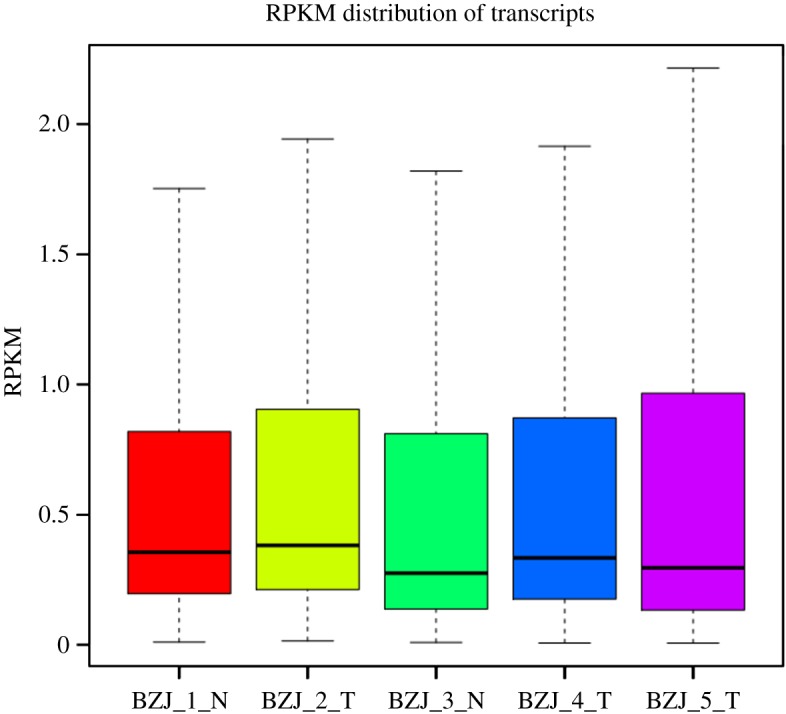
Expression levels of the five samples. The vertical scale shows the RPKM values of each sample. Every box region represents five statistics, which, from top to bottom are, in order, maximum, 3rd quartile, median, 1st quartile and minimum.

**Figure 6.**
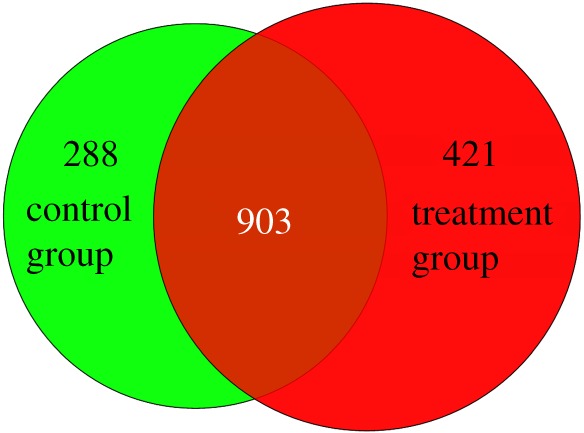
The differentially expressed genes that are uniquely or commonly expressed in control group (normal ewes) and treatment group (ovariectomized ewes) longissimus dorsi muscle samples. The numbers in each section indicate the number of differentially expressed genes.

**Figure 7.**
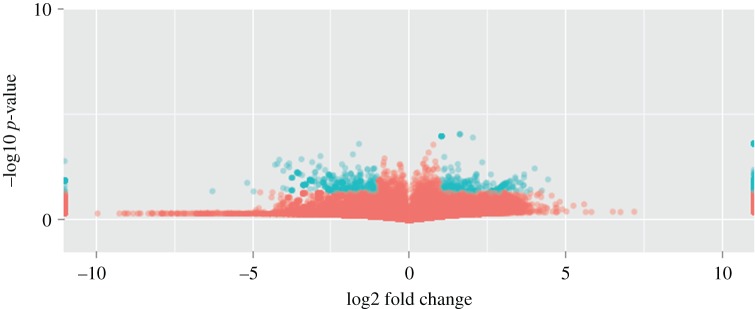
Volcano plots of the differently expressed genes in control group (normal ewes) and treatment group (ovariectomized ewes) longissimus dorsi muscle samples. The blue plots represent the significance; the red plots represent no significance; log2 fold change is equal to log2 (treatment group value/control group value).

To investigate the potential function of the DEGs, GO analysis was performed to categorize DEGs into different biological function class. All unigenes (including 1612 DEGs) were categorized into 555 GO terms in the GO database. But only 56 DEGs were significantly categorized into 43 GO terms (*p *< 0.05) (electronic supplementary material, table S4). 

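The 43 GO terms with p under 0.05 in Table S4 hold 56 assignments, and these belong to 37 distinct unigenes, because a unigene can stand in several terms. In 34 of the 43 terms a single listed unigene was assigned, and MUSK stood in 5 terms. The highest count in any library was under 10 reads in 25 of the 37 unigenes and had a median of 4 reads. In edgeR, 5 of the 37 had an absolute log2 fold change over 1 with an unadjusted p under 0.05, and 0 had an adjusted p under 0.05. With filterByExpr, 8 of the 11 that it kept passed the unadjusted threshold, and 0 had an adjusted p under 0.05. That setting recovered 0 of 200 changed unigenes in simulated counts after adjustment, so this 0 does not show an absence of change. Over the 555 terms tested, the smallest Benjamini-Hochberg adjusted p was 0.103.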

The other 1556 DEGs were also categorized into the corresponding GO terms, but did not reach the significant level. These 56 DEGs were further categorized into three categories: biological process (34 DEGs), molecular function (14 DEGs), and cellular component (8 DEGs) (figure 8). In the cellular component category, 2 DEGs were significantly enriched in the neuromuscular junction class (*p* = 0.0173). 

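The listed unigenes of the neuromuscular junction class were MUSK (comp88751_c0_seq1, 316 bp) and comp38745_c0_seq1 (2262 bp, with no gene name in the files), out of 15 unigenes of the class. The count of MUSK was 1 and 0 reads in control 1 and 3, and 3, 3 and 4 reads in ovariectomized 2, 4 and 5. With so few reads no difference was detected (unadjusted p of edgeR 0.212). For comp38745_c0_seq1 the counts were 86 and 62 in control and 171, 151 and 120 after ovariectomy. Its RPKM was 0.843 ± 0.168 (SD, n = 2) in control and 1.72 ± 0.270 (SD, n = 3) in ovariectomized ewes, with an exact two-sided permutation p of 0.1, the smallest possible here, for a unigene that the study had selected from these libraries. Its log2 fold change was 0.93 (standard error 0.50), and its adjusted p was 1.00 by edgeR's quasi-likelihood test. The unadjusted p of edgeR was 0.0620 on all unigenes and 0.0209 with filterByExpr. Recomputed from the counts of unigenes in Table S4, the p of the class was 0.0173.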

In the biological process, 2 DEGs were enriched in the synapse assembly class (*p* = 0.0037); and in molecular function classes, 2 DEGs were enriched in the sulfiredoxin activity class (*p* = 0.002). 

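The listed unigenes of the synapse assembly class were comp38745_c0_seq1 and MAP1B (comp69579_c0_seq1, 278 bp), out of 7 unigenes of the class. MAP1B had 1 read in each control library and 3, 3 and 2 reads in ovariectomized 2, 4 and 5. No difference was detected (unadjusted p of edgeR 0.524), and no fold change is given for so few reads. The sulfiredoxin activity class held 2 unigenes, both listed, neither paired with a gene name in the files. For comp40376_c0_seq1 the counts were 133 and 129 in control and 347, 361 and 255 after ovariectomy, with an RPKM of 1.28 ± 0.0112 (SD, n = 2) and 3.19 ± 0.497 (SD, n = 3). Its log2 fold change was 1.20 (standard error 0.46, edgeR adjusted p = 0.889). Its unadjusted p of edgeR was 0.00897 on all unigenes and 0.00550 with filterByExpr. For comp39310_c0_seq2 the counts were 17 and 14 against 40, 45 and 29, a log2 fold change of 1.21 (standard error 0.73, edgeR adjusted p = 1.00). The unadjusted p of edgeR for it was 0.0989 on all unigenes and 0.0414 with filterByExpr. Recomputed from Table S4, the p was 0.00373 for synapse assembly and 0.000186 for sulfiredoxin activity, and the paper's values in Table S4 were 0.00373 and 0.000186.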

All the GO analysis information is arranged in electronic supplementary material, table S4.

**Figure 8.**
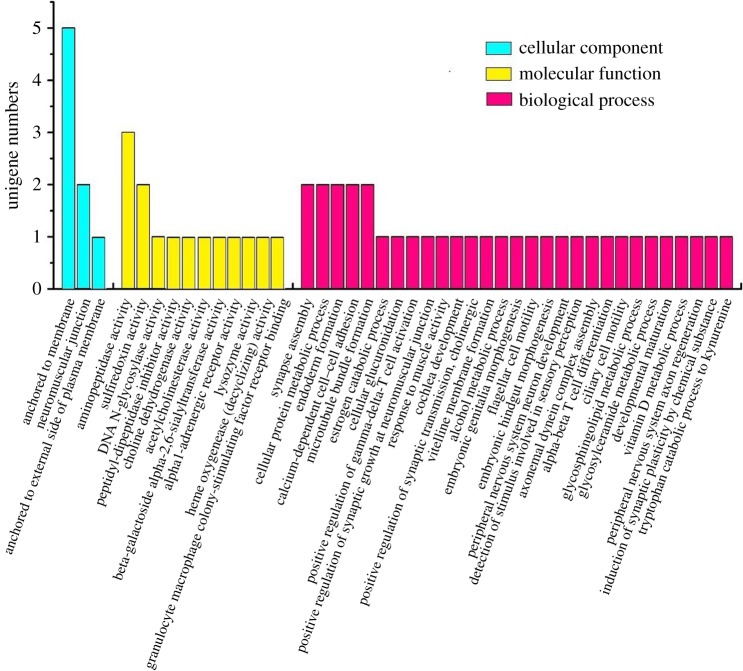
Significantly enriched GO terms of differently expressed genes in the analysed goat longissimus dorsi muscle samples.

To further identify the active biochemical pathways of unigenes, genes were mapped to the KEGG database, which can be used to systematically analyse the functions and network of genes. Among them, a total of 12 976 genes (containing 137 DEGs) were annotated to 86 pathways in KEGG database, but no significance (*p *> 0.05). KEGG enrichment analysis found 24 and 11 differentially expressed genes involved in development and reproduction associated pathways, respectively. For example, laminin alpha 1 (*LAMA1*) is essential to form and maintain muscle integrity [40]. For Bardet–Biedl syndrome 10 (*BBS10*), its mutation could cause Bardet–Biedl syndrome, which includes diabetes and obesity [41]. The paternally expressed 10 gene (*PEG10*) plays important roles in cell proliferation, apoptosis and meat quality traits [42,43]. Histone deacetylase 9 (*HDAC9*) can promote cell proliferation, regulate cell cycle progression and inhibit apoptosis [44,45]. These results are listed in table 1, and all the pathways and related information are listed in electronic supplementary material, table S5. Although no significance was found in KEGG enrichment analysis, the KEGG analysed results were a good indication of the function of the genes which were enriched in specific pathways [29,37]. 

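The 4 genes LAMA1, BBS10, PEG10 and HDAC9 were represented by unigenes of 223, 319, 205 and 251 bp. LAMA1 (comp137217_c0_seq1) and PEG10 (comp120597_c0_seq1) each had 2 reads in control 1 and 2 in control 3, and none in the ovariectomized libraries. HDAC9 (comp118322_c0_seq1) had no reads in control and 2 reads in each ovariectomized library. For these 3 unigenes both groups were at or under 3 reads, and no difference was detected (unadjusted p of edgeR between 0.0935 and 0.141). BBS10 (comp56635_c0_seq1) had 6 reads in each control library and 3, 3 and 2 reads in ovariectomized 2, 4 and 5. No difference was detected (unadjusted p of edgeR 0.375). All 4 had an adjusted p of 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.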

The above four genes, *LAMA1*, *BBS10*, *PEG10* and *HDAC9*, were all enriched in the right pathways, which was consistent with their functions (electronic supplementary material, table S5). This means that the KEGG analysis results could be used as reference to search the functions of new genes and reveal important genes.

**Table 1.** Differentially expressed genes involved in development and reproduction associated pathways.

no.	function^a^	development associated pathways	unigenes^b^
1	development	apoptosis	172(1)
2	development	regulation of actin cytoskeleton	352(3)
3	development	amyotrophic lateral sclerosis (ALS)	35(1)
4	development	MAPK signalling pathway, yeast	20(1)
5	development	Jak-STAT signalling pathway	159(3)
6	development	inositol phosphate metabolism	152(2)
7	development	ubiquitin mediated proteolysis	116(1)
8	development	MAPK signalling pathway	426(5)
9	development	hypertrophic cardiomyopathy (HCM)	181(1)
10	development	mTOR signalling pathway	119(2)
11	development	cardiac muscle contraction	187(2)
12	development	insulin signalling pathway	181(1)
13	development	Wnt signalling pathway	221(1)
14	reproduction	steroid hormone biosynthesis	13(1)
15	reproduction	endometrial cancer	127(2)
16	reproduction	ErbB signalling pathway	200(2)
17	reproduction	aldosterone-regulated sodium reabsorption	56(1)
18	reproduction	oocyte meiosis	230(1)
19	reproduction	progesterone-mediated oocyte maturation	117(2)
20	reproduction	GnRH signalling pathway	199(2)

^a^The functions of the pathways are development or reproduction associated.

^b^Refers to the numbers of total unigenes and differently expressed unigenes (in parentheses) mapped to the specific pathways.

### 3.4. Quantitative real-time polymerase chain reaction validation of the candidate differently expressed genes

To validate the reliability of the RNA-seq analysis, 22 candidate DEGs from different GO terms and KEGG pathways were successfully selected to perform qRT-PCR. A heat-map was produced to explore the difference expression of these 22 genes based on the RPKM values in RNA-seq (figure 9). 

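Of the 22 genes, 11 had a higher and 11 a lower mean RPKM after ovariectomy. Each gene was counted on the 1 unigene that the paper pairs with it, and these unigenes had a median length of 293 bp. Other unigenes of the same gene could not be identified, so the counts do not give the expression of a whole gene. In 17 of the 22 unigenes no library had more than 7 reads. Both groups were at or under 3 reads for 10 genes (LAMA1, PIKFYVE, TCF7, CACNA1C, AKAP3, MAP1B, NUP133, PEG10, HDAC9 and CSF2), for which no fold change is given. In 7 genes 1 group was at or under 3 reads and the other group had at most 7, and no difference was detected (unadjusted p of edgeR between 0.0808 and 0.375). These p-values include the dispersion shared with other unigenes, not counting error alone. The other 5 genes were higher after ovariectomy. GSN had an RPKM of 67.0 ± 0.867 (SD, n = 2) in control and 145 ± 5.27 (SD, n = 3) in ovariectomized ewes, a log2 fold change of 1.03 (standard error 0.53). The log2 fold change was 1.29 for DUSP2 (standard error 0.54), 1.22 for VMO1 (standard error 0.64) and 0.99 for RPS6KA1 (standard error 0.49). For TNFRSF18 it was 1.41 (standard error 0.89), 0.78 without control 1 and 2.37 without control 3. On all unigenes the unadjusted p of edgeR was 0.0162 for DUSP2, 0.0435 for RPS6KA1, 0.0538 for GSN and 0.0559 for VMO1, and higher for the other 18 genes. With filterByExpr, which kept 5 of the 22 genes, it was 0.0197, 0.0146, 0.0301 and 0.0355 for these 4 genes and 0.0978 for TNFRSF18. On all unigenes with a term for libraries 3 and 5, added after the data had been seen, it was lower. It was then 0.00384, 0.0208, 0.00406 and 0.0231 for the same 4 genes and 0.0346 for TNFRSF18. The adjusted p of these 5 genes over all unigenes was 0.460 or higher in that fit. For GSN the unadjusted p was 0.00879 with DESeq2 and, in edgeR, 0.125 without ovariectomized 5. For DUSP2 it was 0.0606 without ovariectomized 5, and under 0.05 without ovariectomized 2 or 4. For RPS6KA1 it was 0.0616 without ovariectomized 2, and under 0.05 without ovariectomized 4 or 5. An edgeR term for libraries 3 and 5, added after the data had been seen, put all 5 genes under 0.05. It gave 0.00384 for DUSP2 and 0.0346 for TNFRSF18. Adjusted over all unigenes, the smallest edgeR p among these 5 genes was 0.460, that of DUSP2. Without the term, the edgeR adjusted p over all unigenes tested was 1.00 for each of the 22 genes, and 0 genes were under 0.05 when adjusted over the list alone. With filterByExpr, 0 genes had an adjusted p under 0.05 over all unigenes tested, and 4 of the 5 genes it kept were under 0.05 when adjusted over the list alone (smallest edgeR adjusted p = 0.0444). In simulated counts edgeR on all unigenes recovered 0 of 100 unigenes at a log2 fold change of 3 after adjustment. Its prior degrees of freedom were 8.96 there and infinite in the real fit. The filterByExpr setting recovered 0 of 200. High adjusted values over all unigenes therefore do not show an absence of change. The study had chosen the list from these libraries, so neither adjustment over the list is independent evidence.

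**Figure D2:**
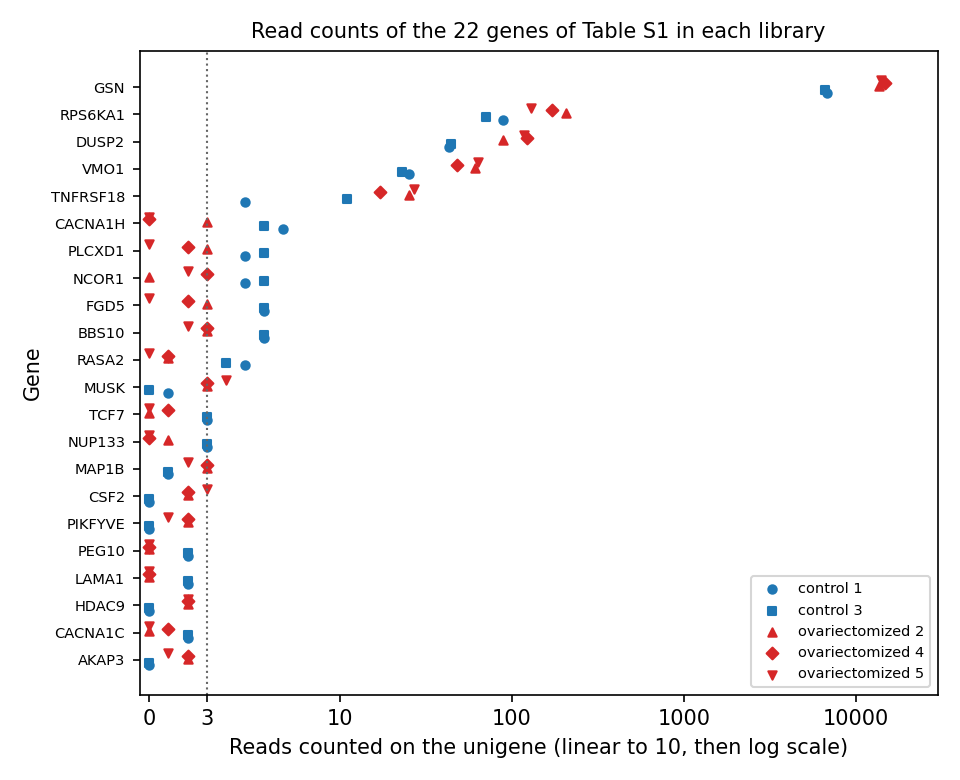
Reads counted on the unigene of each gene (horizontal axis, linear to 10 and logarithmic above) in control (blue) and ovariectomized (red) libraries, 1 point per library, with the dotted line at 3 reads. In 17 of the 22 genes every library lies at 7 reads or fewer, and GSN lies between 6617 and 14822 reads.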

The candidate DEG sequences were blasted to the reference RNA sequences in the National Center for Biotechnology Information (NCBI) website. The result of qRT-PCR showed that the expression changes of these 22 candidate DEGs in normal ewes and ovariectomized ewes longissimus dorsi muscle samples had the same trend as the results of RNA-seq. And among these 22 candidate DEGs, 9 and 1 genes were significantly and approximately significantly expressed in control and treatment group, respectively (figure 10). In addition, there were two upregulated and seven downregulated genes significantly differently expressed in ovariectomized group (figure 10). Considering the differences of the experimental methods, data calculation methods and statistical model, differences of expression levels within a certain range are inevitable and acceptable. Thus these results suggested that the result of RNA-seq is believable in this study.

**Figure. 9.**
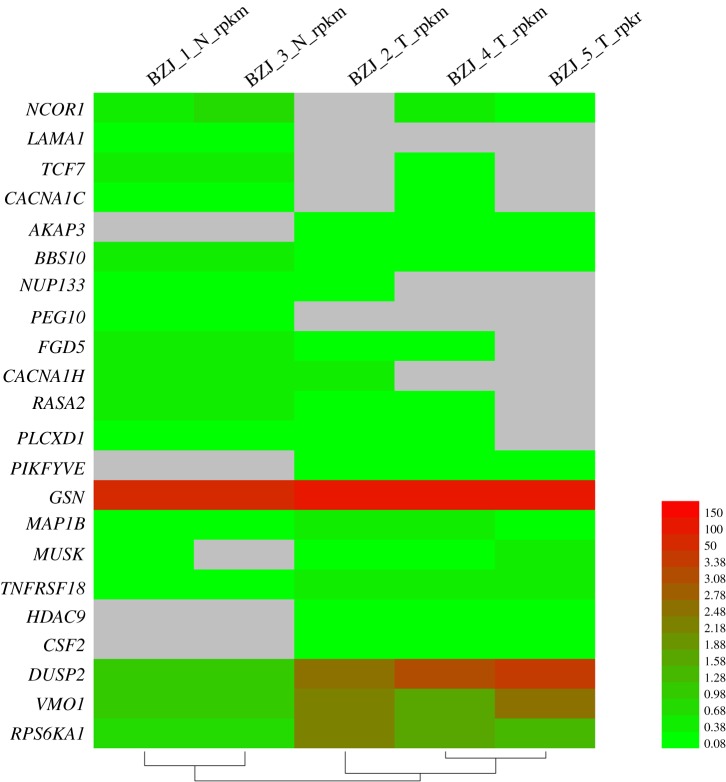
A heat-map exploring the differences in qRT-PCR detected genes expression between samples. Different colours represent different expression levels; the grey colour represents no expression. Control group: BZJ_1_N and BZJ_3_N; treatment group: BZJ_2_T, BZJ_4_T and BZJ_5_T.

**Figure 10.**
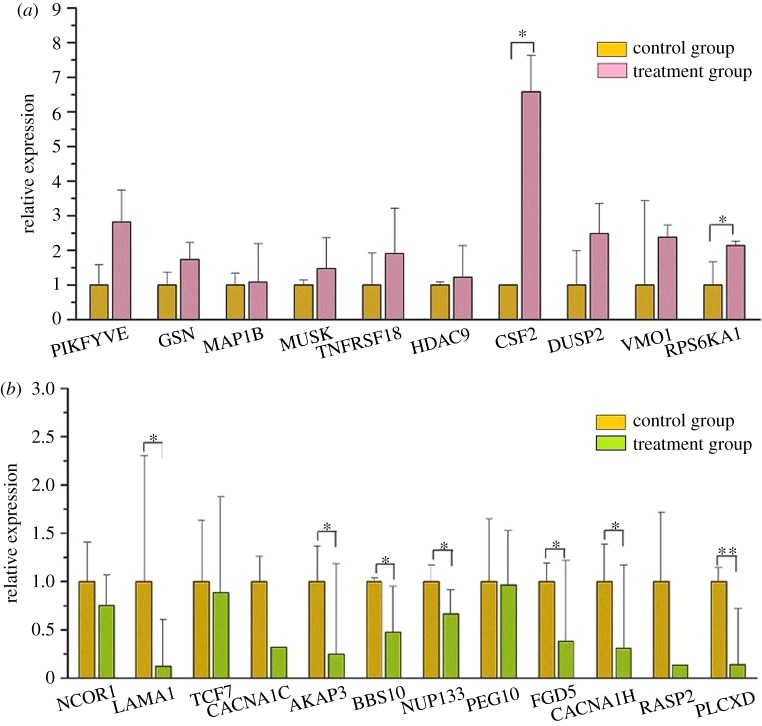
Quantification of the mRNA levels of differently expressed genes. The error bars are the s.e. of duplication. * and ** represent the significantly different expression at 0.05 and 0.01 level, respectively. (*a*) Upregulated genes and (*b*) downregulated genes.

Among the 22 validated unigenes, 20 and 8 genes were mapped to GO and KEGG databases, respectively. For example, microtubule associated protein 1B (*MAP1B*) gene, which is involved in microtubule assembly and neurogenesis [46,47], was categorized into microtubule bundle formation, microtubule associated complex, microtubule binding etc. GO terms. Calcium channel, voltage-dependent, L type, alpha 1C subunit (*CACNA1C*) gene encodes an important subunit in calcium channels, which is related to heart disease and psychosis [48]. In our study, this gene was categorized into arrhythmogenic right ventricular cardiomyopathy, calcium signalling pathway, cardiac muscle contraction, Alzheimer's disease etc. pathways. Thus KEGG and GO term analysis could well predict the possible function of unigenes and revealed potential genes that play crucial roles in this study.

## 4. Conclusion

In conclusion, we revealed 1612 DEGs in ovariectomized goat muscle, and 24 and 11 DEGs involved in development and reproduction associated pathways, respectively. These results provide valuable theoretical basis for the research of molecular mechanisms of female animal fattening and muscle development of ovariectomized animals.

## Supplementary Material

Fupplementary file: The list of the primers which were used for the qPCR analysis of 22 differently expressed genes

## Supplementary Material

Fupplementary file: Statistics data (including the data volume of raw data and valid data, and the valid ration of reads) of the sequencing result of five samples

## Supplementary Material

Fupplementary file: The list of the 1612 differently expressed genes

## Supplementary Material

Fupplementary file: The list of the genes which were mapped to Go terms

## Supplementary Material

Fupplementary file: The list of the genes which were enriched to specific KEGG pathway

# Supplementary material for: The muscle development transcriptome landscape of ovariectomized goat
**Source:** R Soc Open Sci. 2017 Dec 20;4(12):171415. doi: 10.1098/rsos.171415
**Supplement:** Fupplementary file: The list of the primers which were used for the qPCR analysis of 22 differently expressed genes

**Table S1** Primers used for the qPCR analysis of differently expressed genes

| Transcript ID number | Mapped gene | Primer sequence (5′–3′) | Product length (bp) | Mapped gene GenBank accession number |
| --- | --- | --- | --- | --- |
| comp48678_c4_seq59 | NCOR1 | F: TGCCCTCGCTGCTCTTGT | 86 | XM_012154411.2 |
| R: TGGTGGCGTCGTGCTTACT |
| comp137217_c0_seq1 | LAMA1 | F: AAGACTCTCCGGGCTACTGT | 250 | [XM_013974410.1](http://www.ncbi.nlm.nih.gov/nucleotide/926722974?report=genbank&log$=nucltop&blast_rank=1&RID=G1CD4AT9014) |
| R: CTGCTAGGAGCCCTTGCTTT |
| comp101922_c0_seq1 | PIKFYVE | F: GCTGGGAAATCTCCTGCTC | 155 | [XM_013971383.1](http://www.ncbi.nlm.nih.gov/nucleotide/926685570?report=genbank&log$=nucltop&blast_rank=25&RID=FTGSZ80G01R) |
| R: TTGCGTTCATCCTCAGTGGTC |
| comp85540_c0_seq1 | TCF7 | F: GGGAAGAGCAGGCCAAGTAT | 119 | [NM_001099186.2](http://www.ncbi.nlm.nih.gov/nucleotide/402746535?report=genbank&log$=nucltop&blast_rank=12&RID=G1CGHTRB014) |
| R: TTCCCTCGACCGTCTCTTCT |
| comp128033_c0_seq1 | CACNA1C | F: TTCACCCCAACGCTTACCTC | 140 | [XM_013964320.1](http://www.ncbi.nlm.nih.gov/nucleotide/926693023?report=genbank&log$=nucltop&blast_rank=2&RID=FTGTEB3F01R) |
| R:GAATCCAGCACCCTTCCCTC |
| comp132221_c0_seq1 | AKAP3 | F: GCACCTCCAACCTGTATCCC | 221 | [XM_013964240.1](http://www.ncbi.nlm.nih.gov/nucleotide/926692811?report=genbank&log$=nucltop&blast_rank=1&RID=G1C9VK6F014) |
| R: GGGTCTTTCATACTGGGGGC |
| comp56635_c0_seq1 | BBS10 | F: GGCGGAAGTGCTAGAAACCA | 186 | [XM_005679740.2](http://www.ncbi.nlm.nih.gov/nucleotide/926691029?report=genbank&log$=nucltop&blast_rank=3&RID=FTGTX4AT015) |
| R: AAGGATGCTCTAACGGGCTG |
| comp48182_c0_seq2 | GSN | F: CCAACCTTTACGGAGACTTCTTCACA | 275 | [NM_001113284.1](http://www.ncbi.nlm.nih.gov/nucleotide/164452942?report=genbank&log$=nucltop&blast_rank=1&RID=G1CMVP72015) |
| R: TGATGCCACGCCTCCTTTCTT |
| comp69579_c0_seq1 | MAP1B | F: AGACCCATGAGAAACAGCAGG | 122 | [NM_001206119.1](http://www.ncbi.nlm.nih.gov/nucleotide/329663570?report=genbank&log$=nucltop&blast_rank=11&RID=FTJ216MJ014) |
| R: TGCGGCTGACCTTGGTTGTT |
| comp111552_c0_seq1 | NUP133 | F: CGAGGAACACCTACGCGAATA | 176 | [NM_001076872.2](http://www.ncbi.nlm.nih.gov/nucleotide/402767292?report=genbank&log$=nucltop&blast_rank=7&RID=FTH2F5S901R) |
| R: CAGACCAGACAAGCCCATCC |
| comp120597_c0_seq1 | PEG10 | F: TCGGTTGGTGTGTGTCGAAG | 206 | [NM_001291299.1](http://www.ncbi.nlm.nih.gov/nucleotide/604723344?report=genbank&log$=nucltop&blast_rank=1&RID=FTH3241E01R) |
| R: GCTTTCTGTTTCACGCGAGG |
| comp88751_c0_seq1 | MUSK | F: TAACCCTCACTACTCTTCCTTC | 232 | [XM_013966264.1](http://www.ncbi.nlm.nih.gov/nucleotide/926700132?report=genbank&log$=nucltop&blast_rank=3&RID=FTH3J80G01R) |
| R: AGCATCTTCACTGCCACC |
| comp17413_c0_seq1 | FGD5 | F: AGCTTCCCGTTGCTGCATTT | 172 | [XM_012114236.1](http://www.ncbi.nlm.nih.gov/nucleotide/803218555?report=genbank&log$=nucltop&blast_rank=3&RID=FTH40ADS01R) |
| R: CCAAATTCTGCCCGTCGTCA |
| comp70723_c0_seq1 | CACNA1H | F: TCCTGCTCATCGTCAGCTTC | 178 | [XM_012144304.2](http://www.ncbi.nlm.nih.gov/nucleotide/965859656?report=genbank&log$=nucltop&blast_rank=1&RID=FTHBM6BJ015) |
| R: TAGTCCGCATAGTAGGGCCG |
| comp33223_c0_seq1 | TNFRSF18 | F: CTTAGCTGGGTCACGGTCAG | 147 | [XM_012138556.2](http://www.ncbi.nlm.nih.gov/nucleotide/965847638?report=genbank&log$=nucltop&blast_rank=1&RID=FTHEHCH6014) |
| R: TGGGTTTCCCACCCTGTTTC |
| comp118322_c0_seq1 | HDAC9 | F: CACAAATGCACTGGTGTTTCAG | 131 | [XM_013963175.1](http://www.ncbi.nlm.nih.gov/nucleotide/926689747?report=genbank&log$=nucltop&blast_rank=1&RID=G1CUUU0501R) |
| R: GCTCTCCAAGACCCACTCCTC |
| comp79695_c0_seq1 | CSF2 | F: CATTCCCTTTGACTGCTGG | 116 | [XM_013965265.1](http://www.ncbi.nlm.nih.gov/nucleotide/926695712?report=genbank&log$=nucltop&blast_rank=1&RID=FTHCGF27014) |
| R: TGTTTGGCTCTTTGTGGG |
| comp12302_c0_seq1 | DUSP2 | F: TAACTTTCCAGCGTCAACACAG | 240 | [XM_015093902.1](http://www.ncbi.nlm.nih.gov/nucleotide/965923624?report=genbank&log$=nucltop&blast_rank=1&RID=FTHCZHD601R) |
| R: TGGACTCTACACCCTCGACT |
| comp12478_c0_seq1 | RASA2 | F: AGCAGCCAGGTAGCAAAGATG | 245 | [XM_012102310.1](http://www.ncbi.nlm.nih.gov/nucleotide/803005408?report=genbank&log$=nucltop&blast_rank=2&RID=FTHJVZ1N01R) |
| R: TCCGTTTAGATACGCGGAGG |
| comp21217_c0_seq1 | VMO1 | F: CCAAGATCCAGCAGCCTCAA | 132 | [XM_005693465.2](http://www.ncbi.nlm.nih.gov/nucleotide/926716334?report=genbank&log$=nucltop&blast_rank=1&RID=FTHT220V014) |
| R: GCTTTAATAGCGGAGGTGGGA |
| comp19927_c0_seq1 | RPS6KA1 | F: TTGGCTCCTTTTCTGTTCTGT | 144 | [XM_005676810.2](http://www.ncbi.nlm.nih.gov/nucleotide/926686335?report=genbank&log$=nucltop&blast_rank=1&RID=FTHKNNB901R) |
| R: GGACTGCTCGATCTGACTGC |
| comp71922_c0_seq1 | PLCXD1 | F: GTCGCTGGTGTCTACGGTG | 103 | [NW_005101198.1](http://www.ncbi.nlm.nih.gov/nucleotide/541128341?report=genbank&log$=nucltop&blast_rank=1&RID=FTJ8BP29015) |
| R: CTCAGCGTGTCTTCCTGTGT |
| Internal reference | RPL19 | F: GGGTACTGCCAATGCTCGAA | 119 | XM_005693740 |
| R: TGTGATACATGTGGCGGTCA |

# Supplementary material for: The muscle development transcriptome landscape of ovariectomized goat
**Source:** R Soc Open Sci. 2017 Dec 20;4(12):171415. doi: 10.1098/rsos.171415
**Supplement:** Fupplementary file: Statistics data (including the data volume of raw data and valid data, and the valid ration of reads) of the sequencing result of five samples

**Table S2** Statistics data of sequencing result

| Animal group | Sample | Raw Data | |  | Valid Data | | Valid |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Read | Base |  | Read | Base | Ratio(reads) % |
| Control | BZJ_1_N | 55727350 | 5572735000 |  | 55621438 | 5562143800 | 99.81 |
| Control | BZJ_3_N | 51765492 | 5176549200 |  | 51690018 | 5169001800 | 99.85 |
| Treatment | BZJ_2_T | 53630772 | 5363077200 |  | 53527082 | 5352708200 | 99.81 |
| Treatment | BZJ_4_T | 55141840 | 5514184000 |  | 55036314 | 5503631400 | 99.81 |
| Treatment | BZJ_5_T | 50018086 | 5001808600 |  | 49947344 | 4994734400 | 99.86 |

How the deposited data were processed for this re-analysis (not part of the article)

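RNA-seq libraries of longissimus muscle from 2 control and 3 ovariectomized ewes were analysed, with groups and replicate numbers taken from the sample labels and the paper. The authors removed adapters and low quality reads, assembled unigenes with Trinity and mapped the reads with Bowtie. The authors deposited raw counts of reads per unigene, RPKM values, the length of each unigene in bp as another column, and the adjusted p-value of their own comparison. The column that the authors head as a p-value holds the false discovery rate of Table S3, and the column headed as the false discovery rate holds only yes or no. A second deposited table was identical in the shared columns. There were 0 columns of samples outside the series.

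From the counts, 118211 unigenes with at least 1 read were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, two-sided, Benjamini-Hochberg adjustment). The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, library sizes without TMM factors, edgeR's filterByExpr, at least 10 counts in every library, limma 3.58.1 on log2(RPKM + 0.1) and on log2(RPKM + 1), the criterion that returns the p-values of Table S3 (the ratio of the mean RPKM values and a two-sample test of unequal variance on RPKM), one unigene per assembly component, and each ovariectomized replicate left out. Leaving out a control replicate leaves 1 control library, so only fold changes were computed there. A term for libraries 3 and 5, the same term with filterByExpr, and counts summed per component with filterByExpr were added after the data had been seen. Adjusted p-values that DESeq2 left undefined were kept undefined. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

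A count of 0 allows up to 3 reads. A fold change against a group with every library at or under 3 reads is given as a lower bound where the other group had far more reads, and no fold change is given for genes with at most 7 reads. Between 36738470 and 39504529 reads were counted per library. The limit of 3 reads and the lower bounds cover counting error only. Standard errors were derived from the log2 fold change and the F statistic of edgeR on all unigenes. They therefore include the dispersion shared with other unigenes. The rule for the unigenes named in the text was fixed before the data were examined. It takes the 22 unigenes of Table S1, the listed unigenes of the neuromuscular junction, synapse assembly and sulfiredoxin activity classes, and the 2 higher and 2 lower unigenes with the smallest p in edgeR. Gene symbols come from Table S1, and 21 of the 22 symbols are in the RefSeq gene table of the goat. Other identifiers are not paired with names.

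The tests were tried on simulated counts drawn from the means and library sizes of the real unigenes, with 200 unigenes changed, 100 each at a log2 fold change of 3 and 6. The changed unigenes were drawn from those with a mean count of at least 20, so the numbers recovered do not apply to unigenes with few reads, and the highest count of a unigene of Table S3 had a median of 3. At an adjusted p under 0.05, edgeR on all unigenes recovered 49 of the 200, all at a log2 fold change of 6 and 0 at 3. It called 3 unchanged unigenes. DESeq2 recovered 162 and called 201 unchanged ones. With at least 10 counts in every library edgeR recovered 35 of the 126 it could test. Recovery was 0 for edgeR with filterByExpr, both limma settings and the criterion of Table S3. In the real counts the edgeR fit of all unigenes had infinite prior degrees of freedom, so the spread of a unigene between its own libraries did not enter its quasi-likelihood dispersion, while the prior degrees of freedom were 4.40 with filterByExpr. They were 8.96 in the simulated fit of all unigenes, so its 3 wrong calls do not carry over to the real counts. Without adjustment, edgeR on all unigenes recovered 193 of the 200 and called 4366 unchanged unigenes, edgeR with filterByExpr recovered 190 and called 1785, DESeq2 recovered 194 and called 2513, limma recovered 189 and called 6374 at the smaller pseudocount and recovered 175 and called 950 at the larger, and the criterion of Table S3 recovered 51 and called 3361. Groups of 2 and 3 libraries are too small for a test of single outlying libraries. The qRT-PCR, SSR, SNP and annotation results were not analysed here.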

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

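The tests below were chosen after the results had been seen. Reads of 4 unigenes of the component comp45474_c0, which the paper's text does not discuss, were found in every ovariectomized library and in no control library. They totalled 361 reads over the 3 ovariectomized libraries for comp45474_c0_seq2 and 299 for comp45474_c0_seq7, and 291 and 240 for the other pair. The component as a whole had 4 and 0 reads in control 1 and 3 and 411, 508 and 311 in ovariectomized 2, 4 and 5. By the rule of at least 10 reads in every library of one group and none in the other, 14 unigenes passed in all, 4 absent in control and 10 absent after ovariectomy. As many or more passed in 3 of the 10 divisions of the 5 libraries into 2 and 3, and the division of control 3 and ovariectomized 5 from the rest gave 98, so a difference by treatment cannot be told apart from one between single animals with 10 divisions. Reads moved between unigenes of one component would leave the sum of the component unchanged. In the 2 components of several unigenes the sums differed at least 5.96-fold, which argues against such a shift there, while the other 9 components hold a single unigene and were not tested. A genetic difference between the animals, reads from another source and an effect of ovariectomy stay open and were not tested.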

How the results depend on the processing

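No paired analysis was possible because the control and ovariectomized libraries share no replicate number. The cause of each change below was not tested, except where fewer unigenes were tested or fewer libraries used.

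The number of unigenes with an adjusted p under 0.05 was 527. It fell to 43 with DESeq2, 122 with library sizes only, 6 with limma at either pseudocount, and 0 with filterByExpr, with at least 10 counts in every library and with the criterion of Table S3. The counts at an unadjusted p under 0.05 in those last 3 were 339, 259 and 1959. In simulated data filterByExpr and the criterion of Table S3 also recovered 0 changed unigenes after adjustment, so a count of 0 there does not show an absence of change. At least 10 counts in every library recovered 35 of the 126 simulated there, all at a log2 fold change of 6 and 0 at 3. Its 0 can thus bear only on changes of that size, and its prior degrees of freedom were 8.12 simulated against 4.80 real. The number with an adjusted p under 0.05 stayed between 417 and 681 with one unigene per component and with each ovariectomized replicate left out.

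The number past the unadjusted threshold was 3077 (904 higher, 2173 lower). It was 796 with DESeq2 (321 higher, 475 lower), 294 with filterByExpr (166 higher, 128 lower), 197 with at least 10 counts in every library (134 higher, 63 lower), 1584 with limma on log2(RPKM + 0.1) (605 higher, 979 lower), 310 with limma on log2(RPKM + 1) (75 higher, 235 lower) and 1612 with the criterion of Table S3 (718 higher, 894 lower). The share that was higher was 29.4% for edgeR on all unigenes and between 24.2% and 68.0% under these alternatives. With one ovariectomized replicate left out, the number higher lay between 758 and 1563, the latter without ovariectomized 5.

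Of the 1612 listed unigenes, 109 passed in edgeR, against 70 with DESeq2, 62 with filterByExpr, 32 with at least 10 counts in every library, 433 and 17 with limma at the smaller and larger pseudocount, 1612 with the criterion of Table S3, and 58 to 97 with one ovariectomized replicate left out (58 without ovariectomized 4).

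Unigenes with reads in control only numbered 1476, against 231 with DESeq2, 9 with filterByExpr, 623 and 78 with limma, 288 with the criterion of Table S3 and 856 to 1373 with one replicate left out. Those with reads in ovariectomized libraries only numbered 374, against 82 with DESeq2, 11 with filterByExpr, 6 with limma on log2(RPKM + 1) and 176 to 515 with one replicate left out. A minimum of 10 counts in every library leaves 0 of either by construction.

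The alternatives added after the data had been seen gave, with filterByExpr and a term for libraries 3 and 5, 0 unigenes after adjustment and 463 before (261 higher, 202 lower; 9 with reads in control only and 11 in ovariectomized libraries only), and with counts summed per component, 0 and 221 (105 higher, 116 lower). The term for libraries 3 and 5 alone left the 7 counts within 1.5 times.

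The median RPKM over all unigenes in the table was 0.282 in control 1, 0.154 in control 3, 0.308 in ovariectomized 2, 0.229 in ovariectomized 4 and 0.104 in ovariectomized 5, and over unigenes with at least 10 counts it was 1.12, 1.12, 1.23, 1.19 and 1.16. Of 12 single unigenes whose log2 fold change was followed, 4 had an adjusted p under 0.05 in edgeR on all unigenes, and they lost it in 19 of the values followed under the alternatives. These 19 leave out the criterion of Table S3 for comp45474_c0_seq2 and comp45474_c0_seq7, where the false discovery rate was 0.999861. The other 8 unigenes started at an adjusted p of 0.889 to 1.00 and could not lose a value under 0.05. The few reads of most unigenes limit the counts of unigenes read in 1 group only.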

Differences from the paper's values

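With edgeR on all unigenes, 3077 unigenes passed an absolute log2 fold change of 1 and an unadjusted p under 0.05, against the paper's 1612. Of the alternatives set before the data were examined, library sizes only (2131), limma on log2(RPKM + 0.1) (1584), the criterion of Table S3 (1612) and leaving out ovariectomized 4 (2240) came within 1.5 times, and the others did not. At a p under 0.01 the number was 1238 against the paper's 216. The criterion of Table S3 gave 215, DESeq2 197 and limma on log2(RPKM + 0.1) 147, and the others stayed apart. Downregulated unigenes numbered 2173 against the paper's 894, with 894 under the criterion of Table S3 and 979 with limma on log2(RPKM + 0.1) as the alternatives within 1.5 times. Unigenes with reads in control only numbered 1476 against the paper's 288, with 288 under the criterion of Table S3 and 231 with DESeq2 as the alternatives within 1.5 times.

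For the sulfiredoxin activity class, the p recomputed from Table S4 was 0.000186 against the 0.002 of the paper's text. The paper's own Table S4 gives 0.000186 for this class, so the difference lies between the paper's text and its table. The terms with p under 0.05 held 37 distinct unigenes against the paper's 56, which is the number of assignments to terms. None of the alternatives set before the data were examined applies to these 2 values, which come from the paper's own list. The number that the paper gives for the mean clean reads of a library matches the bases here: the mean was 53164439 reads and 5316443920 bases.

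The paper draws AKAP3 among the downregulated genes of its qRT-PCR in Fig. 10. In the libraries AKAP3 had no reads in control and 2, 2 and 1 reads after ovariectomy, with both groups at or under 3 reads.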

Other observations

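The tests below were chosen after the results had been seen.

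The length of the list of Table S3 was set against other divisions of the libraries and against sampling. The criterion gave 1612 unigenes for control against ovariectomized ewes, and 10 of the 10 divisions of the 5 libraries into 2 and 3 gave as many, from 1612 to 7373. The real division gave the fewest. In 50 simulated tables with the same rate in all libraries, the criterion gave a mean of 2254 unigenes (from 2148 to 2368). Sampling of a few reads per unigene may therefore account for a list of this length. The simulated lists were longer than the observed one. It does not account for the unigenes with a mean count of 10 or more, of which 106 were observed against a mean of 20.9 in the simulated tables, but there too 10 of the 10 divisions gave as many, from 106 to 2558, and with 10 divisions treatment cannot be told apart from other differences between animals. Among the 1557 listed unigenes with up to 100 reads, 70.4% had equal counts in both control libraries, against 18.2% of unlisted unigenes with the same total count. This was not used as a test, since the list is selected for a small spread.

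In edgeR on all unigenes, 7 of the 10 divisions gave at least the 527 unigenes with an adjusted p under 0.05, and 10 of the 10 gave at least the 3077 at the unadjusted threshold. With filterByExpr 10 of the 10 gave at least 294. Of the 527 unigenes, 73.4% had over 90% of their reads in 1 library, so a single library holding nearly all reads may account for most of them, while 140 had no such library. With 10 divisions, the share giving as many cannot fall below 0.1.

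The number of unigenes detected ran from 70704 in ovariectomized 5 to 100053 in ovariectomized 2, the lowest being 70.7% of the highest. With every library drawn down to 36738470 reads it was 70.9%, and without the 100 most abundant unigenes at equal totals 71.6%, so neither depth nor a few abundant unigenes accounts for the spread. The ovariectomized libraries alone spanned 100% of the range, which argues against treatment as its cause. Control 3 and ovariectomized 5 had the fewest unigenes detected, TMM factors of 0.832 and 0.811 against 1.11, 1.25 and 1.07 in control 1, ovariectomized 2 and ovariectomized 4, and first principal component scores of 43.8 and 103 against -42.2, -67.6 and -37.1 (49.1% of the variance over 28172 unigenes). The division of these 2 libraries from the others also gave the most unigenes past the criterion of Table S3 (7373). In edgeR on all unigenes this division gave the most at the unadjusted threshold (9769) but the fewest with an adjusted p under 0.05 (39). The labels and the paper name no batch, and differences of library preparation and between the animals were not tested.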
